# PAI-1 is a potential transcriptional silencer that supports bladder cancer cell activity

**DOI:** 10.1038/s41598-022-16518-3

**Published:** 2022-07-16

**Authors:** Hideki Furuya, Yuka Sasaki, Runpu Chen, Rafael Peres, Kanani Hokutan, Kaoru Murakami, Nari Kim, Owen T. M. Chan, Ian Pagano, Lars Dyrskjøt, Jørgen B. Jensen, Per-Uno Malmstrom, Ulrika Segersten, Yijun Sun, Abolfazl Arab, Hani Goodarzi, Steve Goodison, Charles J. Rosser

**Keywords:** Bladder cancer, Cancer genetics, Oncogenes

## Abstract

The extracellular activity of Plasminogen activator inhibitor-1 (PAI-1) is well described, acting as an inhibitor of tissue plasminogen activator and urokinase-type plasminogen activator, impacting fibrinolysis. Recent studies have revealed a pro-tumorigenic role of PAI-1 in human cancers, via the regulation of angiogenesis and tumor cell survival. In this study, immunohistochemical staining of 939 human bladder cancer specimens showed that PAI-1 expression levels correlated with tumor grade, tumor stage and overall survival. The typical subcellular localization of PAI-1 is cytoplasmic, but in approximately a quarter of the cases, PAI-1 was observed to be localized to both the tumor cell cytoplasm and the nucleus. To investigate the potential function of nuclear PAI-1 in tumor biology we applied chromatin immunoprecipitation (ChIP)-sequencing, gene expression profiling, and rapid immunoprecipitation mass spectrometry to a pair of bladder cancer cell lines. ChIP-sequencing revealed that PAI-1 can bind DNA at distal intergenic regions, suggesting a role as a transcriptional coregulator. The downregulation of PAI-1 in bladder cancer cell lines caused the upregulation of numerous genes, and the integration of ChIP-sequence and RNA-sequence data identified 57 candidate genes subject to PAI-1 regulation. Taken together, the data suggest that nuclear PAI-1 can influence gene expression programs and support malignancy.

## Introduction

Cancer of the urinary bladder can be aggressive and develop resistance to currently available cancer therapies. An estimated 83,730 newly diagnosed cases of bladder cancer (BCa) and 17,200 deaths from BCa occurred in 2021 in the US alone^1^. Plasminogen activator inhibitor type-1 (PAI-1) has been identified as one of a panel of 10 urine-based diagnostic biomarkers that forms the basis of a clinical test for the non-invasive detection of BCa^2–4^. The best described function of PAI-1 is as an inhibitor of tissue plasminogen activator (tPA) and urokinase-type plasminogen activator (uPA), factors involved in the conversion of plasminogen to active plasmin, which in turn mediates fibrin clot hydrolysis^5^. Thus, PAI-1 can play a major role in benign disorders such as deep vein thrombosis, myocardial infarction, atherosclerosis, and stroke^6^. PAI-1 expression is regulated by a number of intrinsic factors (e.g., transforming growth factor-β, interleukin 6 and tumor necrosis factor-α) and extrinsic factors (e.g., cellular stress)^7,8^.

In cancer research, uPA was originally highlighted because multiple clinical studies showed that cancer patients with a high expression of uPA, and its receptor uPAR, have worse clinical outcomes^9–11^. Since PAI-1 is an inhibitor of uPA, it was expected that PAI-1 would have an anti-tumor effect. However, accumulating evidence supports a pro-tumorigenic role of PAI-1 in cancer^8,12–16^. In previous work, we have shown that the reduction of PAI-1 expression in bladder cancer cell lines (T24 and UM-UC-14) by stable knockout, or via the PAI-1 small molecule inhibitor, tiplaxtinin, significantly reduced colony formation and cell proliferation, and induced apoptosis. Conversely, the overexpression of PAI-1 augments cellular proliferation *in vitro.* These results were confirmed in an animal model in which tumors formed by cells with no PAI-1 expression were smaller in size and had reduced rates of proliferation and angiogenesis compared to tumors with forced PAI-1 expression^17^. In a follow-up study, we showed that cell cycle arrest was associated with the downregulation of PAI-1. The arrest was accompanied by the depletion of G_1_ cell cycle transition complexes, cyclin D3/cyclin-dependent kinase (CDK) 4/6 and cyclin E/CDK2, and the up-regulation of the cell cycle inhibitors p27^kip1^, p21^Cip1/Waf1^ and p53^18^. These findings confirm the importance of PAI-1 in the regulation of tumor cell growth and survival.

Previous reports have established that PAI-1 protein is secreted and is localized in the extracellular space, including the extracellular matrix (ECM) and extracellular exosomes^19–21^. Described PAI-1 functions in cancer have been focused on the extracellular functions mediated through the inhibition of uPA action, the binding to low-density lipoprotein receptor-related protein (LRP1) to initiate intracellular signaling, and the binding to vitronectin to inhibit cell attachment^8,22,23^. Reports have also shown that PAI-1 can be internalized and is able to interact with caspases or other apoptotic proteins within the cytoplasm^24^.

In this study, we initially investigated the expression of PAI-1 in a large cohort of bladder cancer tissues. Immunohistochemical staining of 939 human bladder cancer specimens showed that PAI-1 expression levels correlated with tumor grade, tumor stage and overall patient survival. Although the typical cytoplasmic subcellular localization of PAI-1 was evident, we noted that PAI-1 was also localized to the nucleus in ~25% of cases, an observation not previously reported, prompting us to investigate a possible nuclear function of PAI-1. A combination of techniques including, chromatin immunoprecipitation (ChIP)-sequencing, RNA-sequencing and microarray-based gene expression profiling, plus rapid immunoprecipitation mass spectrometry, were employed to provide insights into the possible role of nuclear PAI-1 and its impact on cancer cell gene expression profiles.

## Results

### PAI-1 expression is associated with aggressive bladder cancer

To investigate the clinical importance of PAI-1 expression in human bladder tumors, we performed immunohistochemical staining of a large excised tissue cohort (n = 939) including cohorts from Denmark (N = 587) and Sweden (N = 352). Detailed clinical information including demographic, clinical, disease and treatment characteristics are available in Table 1. The median follow-up for the entire cohort was 5.37 years. Representative tumor tissue staining is shown in Figure 1A–G. The analysis of a relationship between immunochemical features and tumor grade showed that a higher expression level of PAI-1 was associated with high-grade disease, compared to that of low-grade disease (N = 863, *P* = 0.0001; Fig. 1H left). Analysis of the relationship between immunochemical features and tumor stage revealed that the expression level of PAI-1 in muscle invasive bladder cancer (MIBC) was higher (N = 872, *P* = 0.005; Fig. 1H right) than that of non-muscle invasive bladder cancer (NMIBC). Importantly, a higher expression level of PAI-1 was associated with worse overall survival both in NMIBC and MIBC (*P *< 0.0001 and *P *< 0.001, respectively; Fig. 1I). Analysis of PAI-1 mRNA levels in the TCGA-BLCA dataset (n = 412 bladder tumors) corroborated the immunohistochemical results (Supplementary Figure S1). A higher expression level of PAI-1 mRNA was associated with worse overall survival (Supplementary Figure S1A) and progression-free survival (Supplementary Figure S1B). Interestingly, when reviewing the immunohistochemical data, we noted that PAI-1 was typically expressed in the cytoplasm as expected, but that it was also present in the nucleus of ~25% of the BCa specimens (Fig. 1J).

**Table 1:** Demographic, clinical, and pathologic characteristics of the 939 subjects comprising the study cohort.

Features	Denmark N = 587	Sweden N = 352	All patients N = 939
**Age (years)**			
≤ 65	274 (47%)	90 (26%)	364 (39%)
> 65	313 (53%)	256 (73%)	569 (61%)
Unavailable	0 ( 0%)	6 ( 2%)	6 ( 1%)
**Sex**			
Female	144 (25%)	85 (24%)	229 (24%)
Male	443 (75%)	264 (75%)	707 (75%)
Unavailable	0 ( 0%)	3 ( 1%)	3 ( 0%)
**Tumor grade**			
Low	139 (24%)	84 (24%)	223 (24%)
High	437 (74%)	265 (75%)	702 (75%)
Unavailable	11 ( 2%)	3 ( 1%)	14 ( 1%)
**Tumor stage**			
Ta or Tis	139 (24%)	119 (34%)	258 (27%)
T1	133 (23%)	117 (33%)	250 (27%)
T2	294 (50%)	89 (25%)	383 (41%)
T3 or T4	21 ( 4%)	23 ( 7%)	44 ( 5%)
Unavailable	0 ( 0%)	4 ( 1%)	4 ( 0%)
**Lymph nodes**			
N0 or Nx	470 (80%)	341 (97%)	811 (86%)
N1	117 (20%)	11 ( 3%)	128 (14%)
**Progression**			
No	318 (54%)	230 (65%)	548 (58%)
Yes	269 (46%)	110 (31%)	379 (40%)
Unavailable	0 ( 0%)	12 ( 3%)	12 ( 1%)
**Follow-up (years)**			
Median	6.83	3.75	5.37

**Figure 1:**
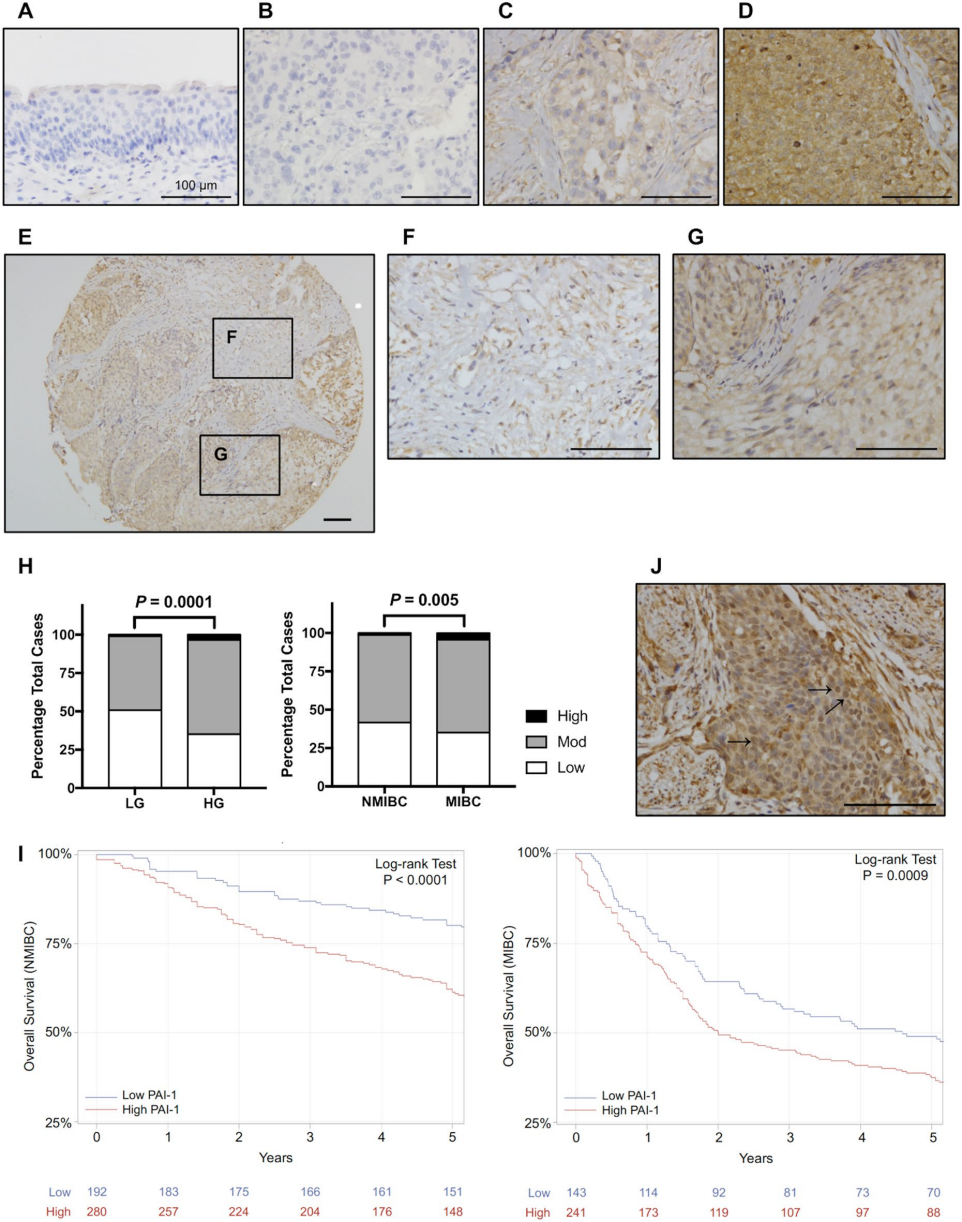
PAI-1 expression is increased in bladder cancer. Representative images of normal urothelium (**A**) and of bladder cancers with absent (**B**), weak (**C**) and strong (**D**) PAI-1 expression (brown) are shown. Representative images of a sample TMA core (**E**), PAI-1 expression in the tumor-associated stroma (**F**) and PAI-1 expression in the tumor epithelia (**G**). Scale bars, 100 μm. (**H**) Quantification of PAI-1 expression levels in low-grade (LG) *vs*. high-grade (HG) and NMIBC *vs*. MIBC. (**I**) Correlation between PAI-1 expression and overall survival in NMIBC and MIBC. Data are from analysis of a TMA containing 939 bladder tumors. (**J**) PAI-1 expression is noted in the nucleus and cytoplasm.

### Nuclear localization of PAI-1 and binding to chromosomal DNA

To corroborate the nuclear presence of PAI-1, we examined PAI-1 cellular distribution in the nuclear and cytosolic fractions (Fig. 2A) of UM-UC-3 and RT112 cells by immunoblot analysis. Endogenous PAI-1 protein was readily detectable in both cellular components in both bladder cell lines (Fig. 2B). Subsequent immunofluorescence (IF) analysis confirmed the distribution of PAI-1 in both the cytoplasm and nucleus of UM-UC-3 and RT112 cells, although the signal appeared more prominent in the cytoplasm when observing whole cell distribution (Fig. 2C). Taken together, these results show that PAI-1 is present in the nucleus of these bladder cancer cells.

**Figure 2:**
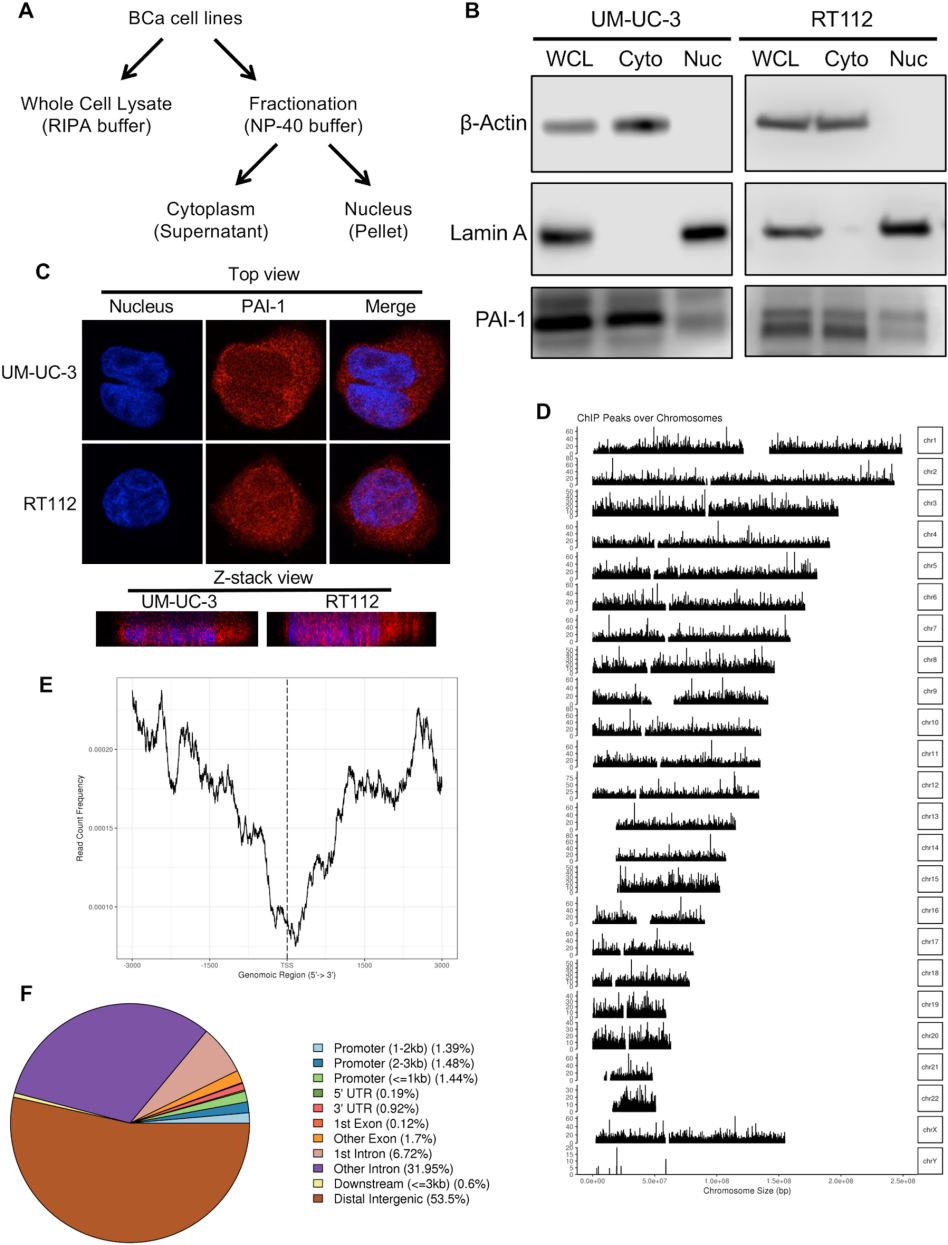
PAI-1 subcellular localization and ChIP-seq profiling. (**A**) Depicted is the cell fractionation protocol for isolating cytoplasm and nuclear protein. (**B**) All fractions including whole cell lysate (WCL), nuclear (Nuc), or cytoplasmic extracts (Cyto) from UM-UC-3 and RT112 cells were evaluated by immunoblot analysis. (**C**) Subcellular localization of PAI-1 (red) was visualized using specific antibody. (**D**) Histogram demonstrating distribution of PAI-1 binding across the genome in UM-UC-3 cells. The frequency of PAI-1 binding across chromosomes was calculated by dividing the number of probe sets per chromosome by the number of probe sets bound by PAI-1 with FDR < 0.2. (**E**) Histogram demonstrating relative PAI-1 bound peak location with respect to chromosome region in UM-UC-3 cells. (**F**) Pie chart of the genomic location distribution of PAI-1 in UM-UC-3 cells. This plot shows the percentage for each genomic location category. The categories are sorted by descending percentage.

To determine if PAI-1 protein interacts with genomic DNA, we performed ChIP on nuclear extracts from UM-UC-3 and RT112 using an antibody specific to endogenous PAI-1, and sequenced the associated DNA (ChIP-seq, GSE201515). Endogenous PAI-1 binding was found on all chromosomes in both cell lines (Fig. 2D, Supplementary Figure S2 A). A count frequency analysis found that PAI-1 primarily binds to distal intergenic regions, but not gene promoters, suggesting that PAI-1 might function as a co-regulator rather than a classic transcription factor (Fig. 2E,F; Supplementary Figure S2 B & C). To evaluate the potential interaction of nuclear PAI-1 with other nuclear proteins, a RIME assay was conducted by Active Motif using material from both parental bladder cell lines. Filtered comparison in a Venn-diagram (http://bioinformatics.psb.ugent.be/webtools/Venn/) between anti-PAI-1 and IgG control antibodies identified 13 proteins that were pulled-down with nuclear PAI-1 (Supplementary Table S1). None of the identified co-precipitated proteins were known transcription factors or coregulators.

### Identification of potential nuclear PAI-1 regulated genes by expression profiling using RNA-seq

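RNA-seq was performed on UM-UC-3 and RT112, both established human bladder cancer cell lines. Cells received a pool of 3 siRNAs against PAI-1 (siPAI-1) or a pool of 3 scrambled control siRNAs (Scr), 100 pmol each, and were kept for 72 h. The deposited tables hold 8 libraries, 2 for each siRNA in each cell line, numbered replicate 1 and 2. The paper describes 3 independent replicate experiments for the knock-down, and the analysis here rests on the 2 libraries per group. Stranded libraries of mRNA were read in single reads of 75 bases. According to the methods, the authors trimmed the reads with cutadapt, aligned them with STAR to the human genome (hg38), counted reads per gene with featureCounts and compared the groups with DESeq2. What was analysed here are the authors' TPM and FPKM values per gene, rounded to 2 decimals, and not the counts. The columns of these tables end in the name that the program RSEM gives its output, which the methods do not mention. TPM divides the reads of a gene by its length and scales every library to the same sum, so the values carry no depth and show a gene's share of the library.
The paper gives an average of 30 M reads per library (M for mega). FPKM values of genes with few reads lie near whole multiples of what 1 read is worth, and this step was used to estimate the depth of each library. The estimates were 30.6 and 31.7 M reads for the UM-UC-3 Scr libraries, 34.0 and 30.0 M for UM-UC-3 siPAI-1, 30.5 and 29.2 M for RT112 Scr, and 34.2 and 31.5 M for RT112 siPAI-1. Because a depth 2 times as large also turns the same values into whole reads, the search was kept between 20 and 45 M reads. Differential expression was tested in each cell line separately with limma on log2(TPM + 0.1), over the genes above 0 TPM in at least 1 of its 4 libraries, which were 18528 genes in UM-UC-3 and 18437 in RT112. On this scale the fold change of genes with low values is understated. The result depends most on the pseudocount of 0.1 TPM and on whether genes with low values are kept.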

To test the downstream effects of PAI-1, we depleted PAI-1 by siRNA in UM-UC-3 and RT112 human bladder cell lines and subjected these cells to gene expression analysis using RNA-seq (GSE201517). PAI-1 downregulation by siRNA was performed in 3 independent replicate experiments and confirmed at both the mRNA and protein level. 

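The direction of change was first read over the genes with a mean of at least 1 TPM in the 4 libraries of a cell line, since many genes with lower values are listed at 0 in 1 group. In UM-UC-3, 48.5% of 12067 such genes were higher with siPAI-1 than with Scr, and their median log2 fold change was -0.005. Each siPAI-1 library set against each Scr library gave between 42.3% and 54.5%, with an SD of 6.47 percentage points over the 4 comparisons. In both cell lines these comparisons share libraries, so the SD describes their spread and is not a standard error of the share. In UM-UC-3 they fell on both sides of an even split, so no direction was read there. In RT112, 52.2% of 12198 genes were higher, with a median log2 fold change of 0.008 and a range from 51% to 52.4% over the 4 comparisons (SD 0.61 percentage points). Rescaling the RT112 libraries by the median ratio, which centres the fold changes by its construction, gave 49.9%. TPM fixes the sum of every library, so a rise of all genes alike would not be visible in these values. The number of genes above 0 TPM was 16547 and 16335 in the UM-UC-3 Scr libraries and 16315 and 16433 in the siPAI-1 libraries. In RT112 it was 16248 and 16157 with Scr and 16663 and 16480 with siPAI-1, where the siPAI-1 libraries also had more reads. According to the methods, an enrichment analysis by the authors placed the PAI-1 targets from ChIP-seq among the differentially expressed genes. The ChIP-seq data were not analysed here, and this enrichment was not recomputed.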

Enrichment analysis found that PAI-1 depletion resulted in an overall upregulation of gene expression (Fig. 3A), suggesting that PAI-1 may function in the suppression of gene expression.

**Figure 3:**
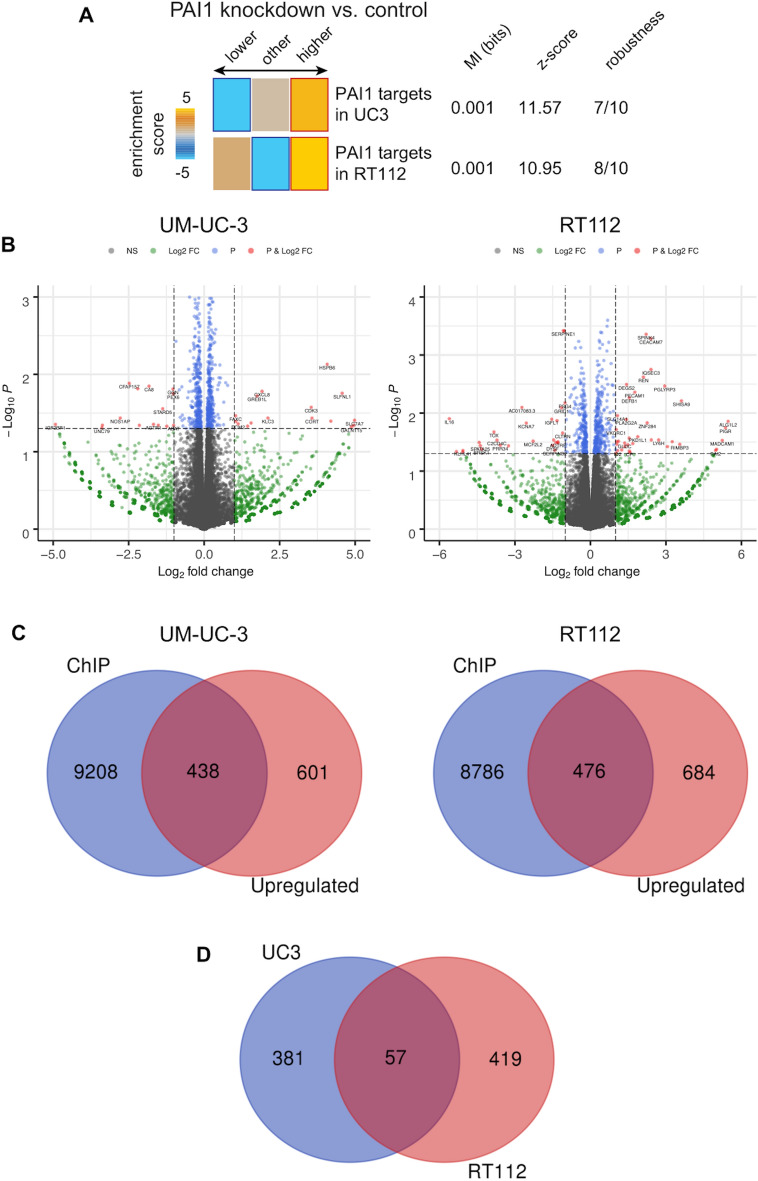
Gene expression profiling by RNA-seq and integration of ChIP-seq and RNA-seq. (**A**) Enrichment Analysis of RNA-seq indicate that knockdown of PAI-1 results in upregulation of the genes. (**B**) Volcano plot showing fold-change and p-value for the comparisons of negative control and PAI-1 siRNA. (**C**) Venn diagram showing the overlapping genes between ChIP-seq and upregulated genes from RNA-seq. (**D**) Venn diagram representing the overlap of nuclear PAI-1 regulating genes in UM-UC-3 and RT112 cells.

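In UM-UC-3 cells, limma with Benjamini-Hochberg adjustment over all genes tested called 0 genes at an adjusted p under 0.05, while 482 genes were higher and 632 lower with siPAI-1 at an unadjusted p under 0.05. Adding a fold change of at least 2 left 165 genes higher and 197 lower. RT112 cells also had 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05, 617 genes were higher and 446 lower, of which 234 and 175 also differed by at least 2-fold. The pseudocount moved the counts at both thresholds most, and with 1 TPM in place of 0.1 TPM they fell to 11 higher and 12 lower genes in UM-UC-3 and 20 and 15 in RT112. One model of siPAI-1 against Scr over all 8 libraries, with the cell line as covariate, gave 0 genes at an adjusted p under 0.05, with 522 higher and 488 lower at an unadjusted p under 0.05. The test of a different effect in the 2 cell lines also gave 0 genes, with 811 and 559 at an unadjusted p under 0.05.
Many of the genes with the smallest p had low levels. In UM-UC-3, RP11-213H15.4 (ENSG00000271762.1) was listed at 0 in both Scr libraries and had 2.15 and 1.92 TPM with siPAI-1. RP11-293I14.2, CTD-2192J16.24 and RP11-497H16.9 were likewise listed at 0 in both Scr libraries. AC133644.2 (ENSG00000280721.1) rose from 0.3 and 0.17 TPM to 2.55 and 2.74 TPM. Among the lower genes, TMBIM4 under a second identifier (ENSG00000282031.1) had 2.67 and 3.7 TPM with Scr and was listed at 0 with siPAI-1, as were RP11-514O12.4, CTD-2325M2.1 and CTD-2007H13.3. In RT112, MAPK15 (ENSG00000181085.14) rose from 2.59 ± 0.057 to 7.45 ± 0.035 TPM (SD, n = 2). Its log2 fold change was 1.49 with a standard error of 0.20 and an adjusted p of 0.838 from limma. CH507-9B2.4, NPIPA3 and the genes ENSG00000281383.1 and ENSG00000277369.1 were listed at 0 in both RT112 Scr libraries and above 0 in both siPAI-1 libraries. RP11-38C17.1, CTB-60B18.6, ATP6V1G2-DDX39B, FOCAD-AS1 and ENSG00000273069.1 showed the opposite. ATP6V1G2-DDX39B is a readthrough of neighbouring genes, NPIPA3 belongs to a family of near-identical copies and TMBIM4 has a second entry. Their reads can thus be divided among several genes, and these values are uncertain. FOCAD-AS1 rests on few reads, with upper estimates of 6 and 4 in the RT112 Scr libraries.
Of the genes that were listed from the labels in Fig. 3B, 8 of 8 on the upregulated side and 7 of 7 on the downregulated side of the UM-UC-3 panel had that direction here. In the RT112 panel, 18 of 18 and 10 of 11 did. The list does not cover every label, since some overlap, and the uppermost label on the upregulated side of UM-UC-3 was missed when the list was written. It can be read as HSPB6 or HSPB8. In UM-UC-3, HSPB6 had 0.07 and 0.06 TPM with Scr and 0.7 and 0.28 TPM with siPAI-1, and HSPB8 had 0.76 and 1.3 TPM with Scr and 1.23 and 1.97 TPM with siPAI-1. SPINK4 had 1.48 and 2.73 TPM with Scr and 15.5 and 5.84 TPM with siPAI-1 in RT112. Over all genes tested, none of the listed labels had an adjusted p under 0.05 in its panel's cell line, while 2 upregulated and 1 downregulated label of UM-UC-3 and 11 and 5 of RT112 had an unadjusted p under 0.05. Adjusted over the list alone, the smallest adjusted p from limma was 0.134 for the upregulated and 0.157 for the downregulated labels of UM-UC-3 and 0.0511 for the upregulated labels of RT112. The study chose these labels on the same samples, so this is not independent evidence.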

A volcano plot analysis, using a fold-change cutoff of 2 and p-value threshold of 0.05 (Fig. 3B), identified differentially expressed genes (DEGs) in UM-UC-3 and RT112 cells. 

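The supplementary lists of upregulated genes next to PAI-1 binding were looked up in the deposited TPM values. The UM-UC-3 list was held with 438 genes, of which 437 have an entry. The RT112 list was held with 475 genes, where the paper gives 476, and 472 have an entry. Values of the RT112 list are therefore given as a description only. In UM-UC-3, 41 of the listed genes were at 0 in all 4 libraries, 222 were at 0 in both Scr libraries, and 147 were above 0 in 1 library only. Their mean level had a median of 0.03 TPM with quartiles of 0.01 and 0.095 TPM, whereas the median of all genes above 0 was 6.185 TPM, and 9 listed genes (2.1%) reached a mean of 1 TPM. Using the longest annotated transcript, which makes it an upper estimate, the median listed gene had 8.8 reads over the 4 libraries together, and 155 of 436 genes (35.6%) had at most 3 reads in every library. In RT112, 48 listed genes were at 0 in all 4 libraries, 262 in both Scr libraries and 160 above 0 in 1 library only. The median mean level was 0.031 TPM against 7.038 TPM for all genes above 0, and 17 genes (3.6%) reached 1 TPM.
Most listed genes were higher with siPAI-1. In UM-UC-3, 352 were higher and 40 lower, with a median log2 fold change of 0.37 over the 396 genes above 0. This median depends on the pseudocount, because so many of the genes are at 0 with Scr. On the log2(TPM + 0.1) scale 55 were at least 2-fold higher, and on the ratio of mean TPM without a pseudocount 302 were, 181 of these against Scr libraries both listed at 0. In RT112, 388 were higher and 35 lower, with a median log2 fold change of 0.42. Here 69 were at least 2-fold higher with the pseudocount and 344 on the ratio of means, 214 of these against Scr libraries at 0. Over all genes tested, limma called 0 listed genes at an adjusted p under 0.05, and at an unadjusted p under 0.05 there were 23 in UM-UC-3 and 37 in RT112. Because the lists hold genes that the study found to be upregulated in these libraries, their direction is not an independent measurement.
The UM-UC-3 list was chosen on UM-UC-3 libraries and was therefore also read in RT112, where 303 of its genes were above 0. Their median log2 fold change was 0.086, with 170 genes higher and 128 lower. The camera test of limma with a preset correlation of 0.01 gave p = 0.429 (two-sided), an estimated correlation p = 0.375 and fry p = 0.129, so the list passed 0.05 under none of these.

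**Figure D1:**
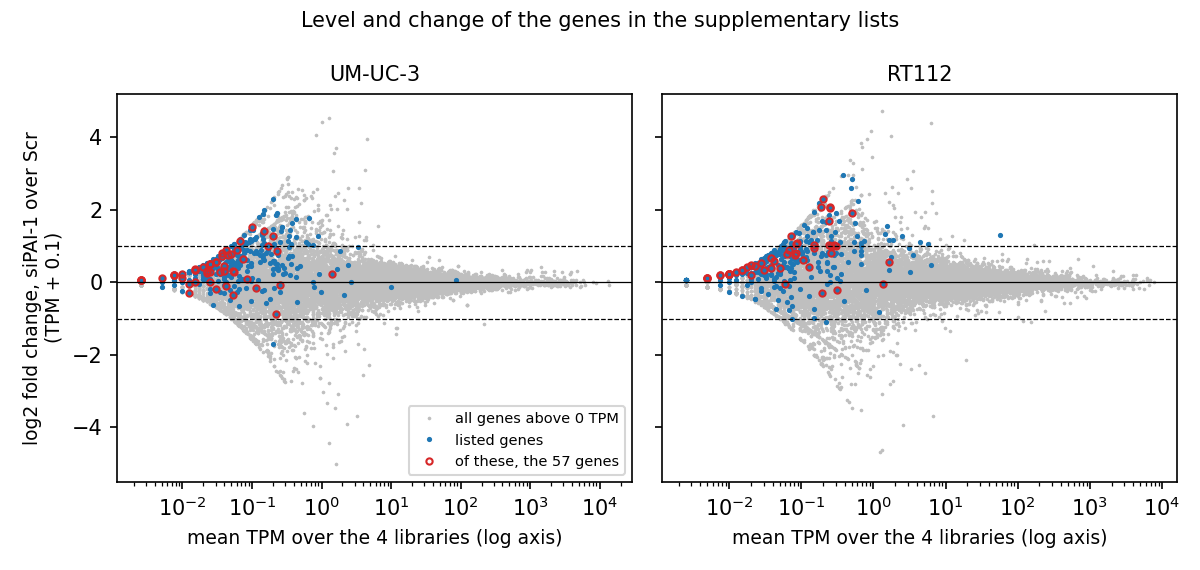
Mean TPM over the 4 libraries of a cell line (horizontal log axis) and log2 fold change of siPAI-1 over Scr on log2(TPM + 0.1) (vertical axis) in UM-UC-3 and RT112. Grey points are all genes above 0 TPM, blue points the genes of the list of that cell line, red circles the 57 genes in both lists, and dashed lines mark a 2-fold change; 9 listed genes in UM-UC-3 and 17 in RT112 lie at or above 1 TPM.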

To identify genes that may be directly regulated by nuclear PAI-1, we identified genes that were identified as adjacent to PAI-1 binding by ChIP-seq, and overlapped the ChIP-seq and RNA-seq lists to produce a final common list containing 438 and 476 genes in UM-UC-3 and RT112, respectively (Fig. 3C; Supplementary Table S2 and S3). The overlap of the common lists from UM-UC-3 and RT112 identified 57 genes that are most likely to be regulated by nuclear PAI-1 (Fig. 3D; Supplementary Table S4). 

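All 57 genes were found in the deposited tables. In UM-UC-3 their mean level had a median of 0.025 TPM, 5 were at 0 in all 4 libraries and 32 in both Scr libraries. Of the 57 genes, 43 were higher and 8 lower with siPAI-1, the median log2 fold change was 0.30, and 4 were at least 2-fold higher on log2(TPM + 0.1). In RT112 the median level was 0.042 TPM, 5 genes were at 0 in all 4 libraries and 31 in both Scr libraries. There 48 were higher and 4 lower, with a median log2 fold change of 0.47, and 13 were at least 2-fold higher. With limma, 0 of the 57 genes had an adjusted p under 0.05 in either cell line, while 2 in UM-UC-3 and 7 in RT112 had an unadjusted p under 0.05.
The 5 genes with the highest mean TPM over the 8 libraries show what these levels mean for single genes. POC1B-GALNT4 (ENSG00000259075.6), a readthrough whose reads can also be assigned to POC1B or GALNT4, had 1.27 ± 0.198 TPM with Scr and 1.54 ± 0.375 TPM with siPAI-1 in UM-UC-3, and 1.39 ± 0.184 and 1.36 ± 0.382 TPM in RT112 (SD, n = 2). The difference was below the SD of both groups in RT112, and in UM-UC-3 it was above the SD of Scr and below that of siPAI-1. IQSEC3 (ENSG00000120645.11) rose in RT112 from 1.29 ± 0.099 to 1.97 ± 0.354 TPM (SD, n = 2), with a log2 fold change of 0.57, a standard error of 0.34 and an adjusted p of 0.838 from limma, and had 0.05 TPM in 1 library of each group in UM-UC-3. LY6H (ENSG00000176956.12) had 0.11 and 0.18 TPM with Scr and 1.2 and 0.53 TPM with siPAI-1 in RT112. In UM-UC-3, LY6H was listed at 0 in replicate 2 of both groups. TRAF3IP3 (ENSG00000009790.14) was found in UM-UC-3 in siPAI-1 replicate 1 only, with 0.6 TPM, and in RT112 it went from 0.34 ± 0.113 to 0.28 ± 0.099 TPM (SD, n = 2). SGPP2 (ENSG00000163082.9) rose in UM-UC-3 from 0.135 ± 0.007 to 0.33 ± 0.028 TPM (SD, n = 2; log2 fold change 0.87, adjusted p 0.858 from limma) and went from 0.225 ± 0.106 to 0.16 ± 0.028 TPM in RT112. From the upregulation of gene expression after PAI-1 depletion the paper proposes that PAI-1 acts in the suppression of gene expression, and from the overlap of the ChIP-seq and RNA-seq lists of both cell lines it states that these genes are the ones most likely under the control of nuclear PAI-1.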

A second ChIP-on-chip experiment confirmed PAI-1 binding in the vicinity of the 57 genes, supporting the likelihood that these genes are regulated by nuclear PAI-1.

Gene ontology (GO) terms using Panther tools (http://www.pantherdb.org/tools/) revealed that 55 of the 57 genes are involved in biological processes, including (i) cellular processes, (ii) biological regulation, and (iii) metabolic processes (Fig. 4A). In the cellular process category, cell communication, cellular metabolic processes, cellular response to stimuli, and signal transduction were prominent (Fig. 4B-i). In the biological regulation group, the regulation of biological processes, molecular function, and biological quality were ranked in that order (Fig. 4B-ii). In the metabolic process category, cellular metabolic processes, organic substance metabolic processes, and primary metabolic processes were the most prominent (Fig. 4B-iii). The results suggest that genes regulated by PAI-1 are involved in diverse cellular activities.

**Figure 4:**
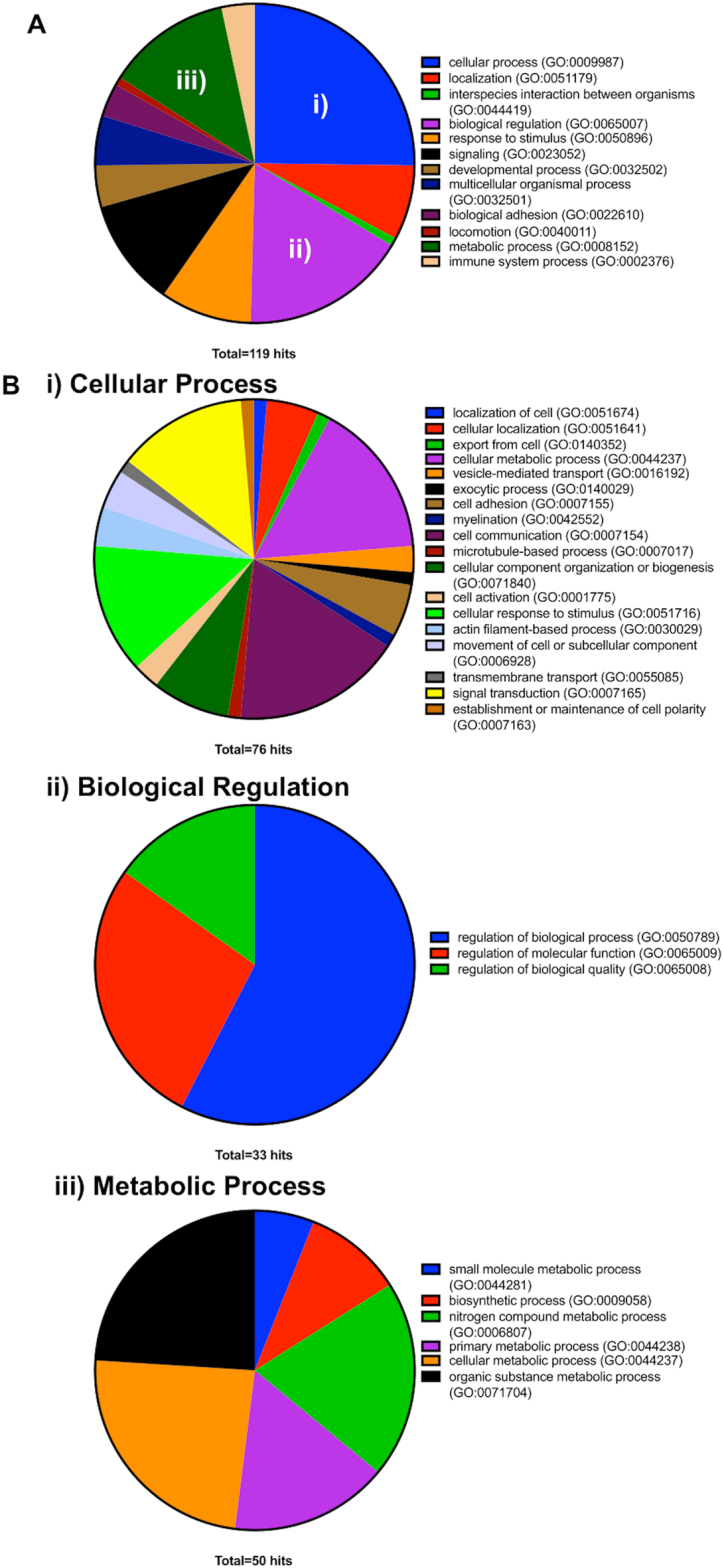
Gene ontology analysis of 57 nuclear PAI-1 regulating genes. (**A**) Biological process and (**B**) details of biological process including (i) cellular process, (ii) biological regulation, and (iii) metabolic process.

## Discussion

In the initial part of our study, IHC analysis of 939 human BCa tumor tissue specimens revealed that PAI-1 expression levels correlated with tumor grade, tumor stage and overall survival. In the process of reviewing tissues, we also found that PAI-1 can be found localized to the nucleus as well as the cytoplasm. This prompted us to investigate a potential role for nuclear through the application of a panel of molecular profiling techniques. ChIP-seq analysis showed that nuclear PAI-1 binds to distal intergenic region DNA in both UM-UC-3 and RT112. Enrichment score analysis based on RNA-seq data showed that PAI-1 depletion resulted in the upregulation of numerous genes, indicating that PAI-1 may function as a silencer of gene expression programs. Integration of data from ChIP-seq and RNA-seq identified 57 genes as candidates for regulation by nuclear PAI-1. GO analysis shows that these genes are involved in multiple cellular processes. Shifts in the expression of specific gene subsets by nuclear PAI-1 may support key functions involved in cancer cell survival.

Previous studies have described that PAI-1 primarily localizes in the extracellular space, including the extracellular matrix (ECM) and extracellular exosomes^19–21^. This is confirmed by the publicly available database, The Human Protein Atlas (http://www.proteinatlas.org), however, another publicly available database, GeneCards (http://www.genecards.org), has stated that PAI-1 may also localize to nucleus, but without reference to any evidence. In our study, we employed two different approaches, IF and subcellular fractionation followed by western blot, to confirm the subcellular localization of PAI-1 to the nucleus and the cytoplasm in a subset of bladder cancer patients (Fig 1A–J). Confocal microscopic observations found positive staining in the nucleus and western blot analysis found PAI-1 in the nuclear fraction.

Accumulating evidence indicates that PAI-1 induces tumor cell growth and protects tumor cells from apoptosis^8,17,18,25,26^. The mechanism through which extracellular PAI-1 is involved in tumor cell growth and apoptosis is relatively well characterized, but a role for intracellular PAI-1, especially nuclear PAI-1, in cancer is unclear. ChIP-seq assays demonstrated the widespread binding of PAI-1 across chromosomal DNA (Fig 2D–F). Previously, Stefansson *et al.* suggested that PAI-1 may randomly bind to the DNA backbone^27^. ChIP-seq assays from this study showed that PAI-1 primarily binds to intronic and distal intergenic regions, with the majority of PAI-1 bound peaks being observed in proximal promoter regions (− 1000 bp).

Previous studies have demonstrated that PAI-1 has three specific protein-binding domains^28^, providing the ability to interact with multiple proteins^8^. In addition, DNA binding prediction analysis using DNAbinder^29^, DNABIND^30^ and Dr PIP^31^ suggested that PAI-1 is a non-DNA-binding protein. On the other hand, it has been reported that proteins (enhancers or silencers) binding to distal intergenic region can stimulate/suppress transcription initiation by communicating with promoters^32,33^. All these facts together led us to the hypothesis that nuclear PAI-1 regulates the transcription of genes as a distal enhancer/silencer. To test this hypothesis, we next performed RNA-seq followed by enrichment score analysis. The results suggest that PAI-1 functions as a silencer to inhibit these gene expression. Overlapping of the data from ChIP-seq and RNA-seq identified 57 genes that are potentially regulated by nuclear PAI-1 binding to distal intergenic region. Interestingly, GO analysis with the 57 genes revealed that these genes are involved in maintenance of normal cellular activity. Unlike normal cells, cancer cells grow uncontrollably by getting abnormal regulation of cell growth, cell cycle, apoptosis, and metabolism^34^. Thus, the results suggest that upregulation of nuclear PAI-1 suppresses the expression of these 57 genes, leading to the normal cellular activities. Additionally, PAI-1 tumoral expression was associated with a shorter overall survival in bladder cancer patients (Fig 1). Taken together, our data from this study represents the first landscape of PAI-1-chromosomal interactions in human bladder cancer, revealing a potential novel non-canonical function for PAI-1 in regulating gene expression.

This study has certain limitations. First, this is a retrospective study using valuable limited clinical specimen, thus the validation study using the same cohort cannot be performed. Second, there is no good model (*in vitro* nor *in vivo*) to replicate our findings because the function of nuclear PAI-1 may be complicated. Improving these aspects for future in-depth studies could further increase the persuasiveness of these results.

## Conclusion

It is known that proteins binding to distal intergenic regions can stimulate/suppress transcription initiation by communicating with spatially promoters^32,33^. Our analyses suggest that PAI-1 functions overall as a silencer of gene expression and we were able to identify a set of 57 genes that are potentially regulated by nuclear PAI-1. Additional work is required to identify whether the influence of nuclear PAI-1 is mediated through direct DNA binding or through interaction with secondary protein complexes, but the combination of data from IHC, ChIP and gene expression analysis, provide a foundation for the study of a role for nuclear PAI-1 in cancer cell behavior.

## Methods

### Patients and clinicopathologic information

The study was performed after approval by the Western Institutional Review Board (IRB # 20141019) under a request of waiver of informed consent on archived pathologic specimens. All methods were carried out in accordance with relevant guidelines and regulations. Tissue microarrays (TMAs) associated with two large patient cohorts were used in the current study. Cohort 1 was comprised of 587 bladder tumors from Aarhus University Hospital (Aarhus, Denmark, IRB # 1706291, National Committee on Health Research Ethics)^35^ and cohort 2 was comprised of 352 bladder tumors from Uppsala University Hospital (Uppsala, Sweden, IRB # 2015/143, Regional Ethical Review Board of Uppsala)^36^. Thus, bladder tumors from 939 patients were available for analysis. Demographic, clinical, disease and treatment characteristics are presented in Table 1. The median follow-up for the entire cohort was 5.37 years.

### Immunohistochemical staining of tissue microarrays

Immunostaining was performed using standard protocols. TMAs were deparaffinized in xylene and rehydrated using graded percentages of ethanol followed by antigen retrieval with citric acid buffer (pH 6.0, 95 °C for 20 min). The slides were treated with 3% hydrogen peroxide in water to block endogenous peroxidase activity. Staining for PAI-1 was conducted using rabbit anti-PAI-1 antibody (HPA050039; 1:100 dilution in blocking buffer, Sigma-Aldrich). Antibodies specificity information can be found in manufactures’ datasheet or our previous publication^37^. Biotin-labeled horse anti-mouse IgG (2 µg/ml in blocking buffer, Vector Laboratories) was used as the secondary antibody. Immunoreactive signals were amplified by formation of avidin-biotin peroxidase complexes and visualized using 3, 3ʹ- diaminobenzidine (DAB). Nuclear counterstaining was conducted with hematoxylin.

The expression level of PAI-1 was scored by assigning a proportion score and an intensity score^18,38–40^. The estimated proportion (0 = 0% of cells; 1 = 1% to 40%; 2 = 41% to 75% and 3 = 76% to 100%) and the average intensity (0 = none; 1 = weak; 2 = intermediate and 3 = strong) of immunoreactive tumor cells were assessed. The proportion and intensity scores were combined to obtain a total staining score for each protein, which ranged from 0 to 6. Thus, the protein expression levels were determined based on the total PAI-1 staining score as follows: none = 0, low = 1 or 2, moderate = 3 or 4, high = 5 or 6. Two investigators (OTMC, YS), who were blinded to the clinicopathologic data and clinical outcomes, scored each core. When there was a discrepancy in the scoring, a third investigator reviewed consensus scoring was obtained.

Human lung was used as a positive control and omitting the primary antibody served as the negative control.

### TCGA

Bladder urothelial carcinoma Illumina Hi-Seq counts from The Cancer Genome Atlas (TCGA) were downloaded from the Genomic Data Commons (GDC) data portal, and corresponding clinical annotation including survival information was accessed via the TCGA Clinical Data Resource. The data was comprised of 430 samples from TCGA with gene transcriptome data of which 404 patients had valid survival data (19 normal and 411 cancer)^41^. These data are an open resource, and no ethical issues were involved.

### Survival analysis

Kaplan–Meier curves were used to distinguish the connection between the individual biomarkers (low vs. high expression) within the signature(s) and prognosis. High expression was defined as ≥ median, while low expression was < median. Then, Kaplan–Meier curves were used to distinguish the connection between the entire signature (i.e., composite of biomarkers, low vs. high expression) within the signature(s) and prognosis.

### Cell lines

Human bladder cancer cell lines; RT112 and UM-UC-3 cell lines were provided by the Pathology Core of the Bladder Cancer SPORE at MD Anderson Cancer Center. Cells were authenticated by DNA fingerprinting using the AmpFISTR Amplification or AmpFISTR Profiler PCR Amplification protocols (Life Technologies). Cell lines were maintained in RPMI 1640 or DMEM media as previously described^42^.

### Immunofluorescence (IF) microscopy

RT112 and UM-UC-3 cells were seeded on chamber slides (#154461; Nalgene Nunc International, Rochester, NY) at 50% confluency. The following day, cells were washed with PBS and fixed in 4% paraformaldehyde at room temperature for 15 min. Cells were permeabilized and blocked with 1% BSA and 0.5% Triton X-100 in PBS at room temperature for 30 min. Chamber slides were incubated with anti-PAI-1 antibody (H-135; Santa Cruz Biotechnology, Santa Cruz, CA, 1:50 dilution) diluted in 1% BSA and 0.5% Triton X-100 in PBS at room temperature for 1 h. Cells were washed with PBS and subsequently treated with anti-rabbit DyLight 633 antibody (Catalog #: 35562; Thermo Fisher Scientific, Waltham, MA, 1:280 dilution) at room temperature for 1 h in the dark. Chamber slides were washed and mounted with mounting media containing DAPI (#17984-24; Electron Microscopy Sciences, Hatfield, PA). IF images were captured using a Leica TCS SP5 confocal fluorescence microscope at 400X magnification (Leica Microsystems, Bannockburn, IL).

### Cellular fractionation

Cell fractionation was performed as previously described^43^. Briefly, plated cells were trypsinized and collected by centrifugation at 400 × *g* for 5 min, then washed with ice-cold DPBS. The cells were solubilized in ice-cold 0.1% Nonidet P (NP) 40-PBS containing protease/phosphatase inhibitor. Cytosolic and nuclear fractions were separated by centrifugation at 10,000 × *g* for 3 min at 4 °C. The nuclear pellet was washed once in 0.1% NP40-PBS and centrifuged at 10,000 × *g* for 3 min at 4 °C. The nuclear pellet was resuspended either in RIPA buffer for western blotting assays, or in ChIP buffer within MAGnify™ Chromatin Immunoprecipitation System (Cat No. 492024, Thermo Fisher Scientific, Waltham, MA) for use in immunoprecipitation and ChIP studies. Thirty micrograms of protein from all fractions was analyzed by immunoblot analysis.

### Immunoblotting

Cell lysis and immunoblotting were performed using standard protocols as previously described^17,18,38^. Antibody details are available in Supplementary Material.

### ChIP-sequencing (ChIP-seq)

#### ChIP and ChIP-PCR

ChIP assay was performed using MAGnify™ Chromatin Immunoprecipitation System (Cat No. 492024, Thermo Fisher Scientific) with anti-PAI-1 antibody (M01, clone 3F2; Abnova, Taipei City, Taiwan) according to manufacturer’s instruction. Each sample was analyzed in triplicate by real-time PCR using specific primers as described in Supplementary Material. Enrichment was determined by using the 2^−ΔCT^ method relative to input DNA. Primer specificity was confirmed by evaluating dissociation curves and independently analyzing amplified product on an agarose gel.

#### ChIP library preparation and RNA sequencing

Library construction was performed using the Illumina TruSeq Nano DNA library preparation kit (Illumina, San Diego, CA, USA). Sample libraries were multiplexed and sequenced on a HiSeq2500 platform (Illumina) using 100 bp paired-reads. An average of 25 million reads were generated from each sample.

#### Computational analysis of ChIP-Seq data

ChIP-Seq data were mapped to the reference human genome (hg19) using Bowtie^44^ (version 1.1.1) with the default parameters. PCR duplicates were removed from all downstream analyses with Picard (http://broadinstitute.github.io/picard/). Enriched regions were identified using MACS2^45^ (version 2.1.0.20140616).

### siRNA transfection

RT112 and UM-UC-3 cells were transfected with a pool of 3 synthesized commercial PAI-1 (sc-36179, Santa Cruz Biotechnology) (RT112^KD-PAI1^ and UM-UC-3^KD-PAI1^) or pool of 3 scrambled negative control siRNA (Scr, sc-37007, Santa Cruz Biotechnology) (RT112^Scr^ and UM-UC-3^Scr^) in 6 well plates with a 100-pmol of siRNA and 9 μl of INTERFERin (Polyplus-transfection Inc., NY, USA) for 72 h according to manufacturer’s instruction.

### RNA-sequencing (RNA-seq) for gene expression analysis

#### Library preparation and sequencing

Total RNA samples were assessed for concentration using a Qubit fluorometer (ThermoFisher Scientific, Waltham, MA) and for quality using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Library construction was performed using the QIASeq Stranded mRNA Select kit (Qiagen, Hilden, Germany). Library concentration was measured with a Qubit fluorometer and library size on a 4200 TapeStation (Agilent Technologies). Libraries were multiplexed and sequenced on a NovaSeq 6000 (Illumina, San Diego, CA) using 75bp single-end sequencing. An average of 30 million reads were generated from each sample.

### RNA-seq data analysis and overlapping with ChIP-seq data

We used cutadapt^46^ to remove low quality reads and trim adapter sequences from FASTQ files. Human reference genome hg38 aligned to the trimmed reads using STAR aligner^47^. The output, BAM files, aimed to measure gene counts using featureCounts^48^. Then, we used Bioconductor packages DESeq2^49^ and EnhancedVolcano^50^ in R programming environment^51^ for statistical analysis and visualization accordingly.

DESeq2 was subsequently used to compare expression of knock-down vs. control samples for both UM-UC-3 and RT112. An information-theoretic gene-set enrichment analysis (TEISER)^52^ was used to examine the distribution of PAI-1 targets among the differentially expressed genes.

### Rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) assay

#### ChIP

Chromatin was isolated by the addition of lysis buffer, followed by disruption with a Dounce homogenizer. Lysates were sonicated and the DNA sheared to an average length of 300-500 bp. Genomic DNA (Input) was prepared by treating aliquots of chromatin with RNase, proteinase K and heat for de-crosslinking, followed by ethanol precipitation. Pellets were resuspended and the resulting DNA was quantified on a NanoDrop spectrophotometer. Extrapolation to the original chromatin volume allowed quantitation of the total chromatin yield.

An aliquot of chromatin (125 μg) was precleared with protein G agarose beads (Invitrogen). Proteins of interest were immunoprecipitated using 13 μg of antibody against SERPINE1 (Abnova, Cat. # H00005054-M01) and protein G magnetic beads. Protein complexes were washed then trypsin was used to remove the immunoprecipitate from beads and digested the protein sample. Protein digests were separated from the beads and purified using a C18 spin column (Harvard Apparatus). The peptides were vacuum dried using a speedvac.

#### Mass spectrometry

Digested peptides were analyzed by LC-MS/MS on a Thermo Scientific Q Exactive Orbitrap Mass spectrometer linked to Dionex Ultimate 3000 HPLC (Thermo Scientific) and a nanospray FlexTM ion source. The digested peptides were loaded directly onto the separation column Waters BEH C18, 75 micron × 100 mm, 130Å 1.7u particle size. Peptides were eluted using a 100 min gradient with a flow rate of 323 nl/min. An MS survey scan was obtained for the m/z range 340–1600, MS/MS spectra were acquired using a top 15 method, where the top 15 ions in the MS spectra were subjected to HCD (High Energy Collisional Dissociation). An isolation mass window of 1.6 m/z was for the precursor ion selection, and normalized collision energy of 27% was used for fragmentation. A 20 second duration was used for the dynamic exclusion.

#### Database searching

Tandem mass spectra were extracted and analyzed by PEAKS Studio version 8 built 20. Charge state deconvolution and deisotoping were not performed. Database consisted of the Uniprot database (version 180508, 71771 curated entries) and the cRAP database of common laboratory contaminants (www.thegpm.org/crap; 114 entries). Database was searched with a fragment ion mass tolerance of 0.02 Da and a parent ion tolerance of 10 PPM. Post-translational variable modifications consisted of methionine oxidation, asparagine and glutamine deamidation.

#### Criteria for protein identification

Peaks studio built-in decoy sequencing and FDR determination was used to validate MS/MS based peptide and the parsimony rules for protein identifications. A threshold of the − 10 * logp (*p *value) of 20 or greater was applied for the peptide identifications. The weighted sum of 9 parameters for peptide scoring are converted to a p-value which represent the probability of a false identification. Protein identifications were accepted if they could pass the − 10logp of 20 and contained at least 1 identified unique peptide. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony. Proteins sharing significant peptide evidence were grouped into protein groups.

#### List filtering

Protein coverage percentage is observed in the raw data file. Final list generation was done by taking all proteins with a spectral count of five and above from each replicate reaction and comparing them in a venn-diagram against IgG control replicates. Proteins unique to both experimental replicates were then applied to the PANTHER database for protein ontology results.

### Statistical analysis

All *in vitro* data are expressed as mean ± standard deviation (SD). Differences between two or more groups were analyzed by a 2-tailed unpaired Student’s *t* test or ANOVA followed by Tukey’s *post-hoc* test. Statistical analyses were performed with GraphPad Prism 7.0 (GraphPad Software, Inc.) and SAS 9.4 (SAS Institute Inc., Cary, NC). A *p* value less than 0.05 was considered significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

Supplementary Information 12.

## Data Availability

The datasets generated and/or analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE201515 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201515) and GSE201517 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201517).

# Supplementary material for: PAI-1 is a potential transcriptional silencer that supports bladder cancer cell activity
**Source:** Sci Rep. 2022 Jul 16;12:12186. doi: 10.1038/s41598-022-16518-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Materials and methods**

**Immunoblotting Antibodies**

For immunoblots, proteins were transferred to polyvinyl difluoride membranes (Bio-Rad) and stained using a mouse anti-human PAI-1 antibody (BD Biosciences, Cat# 612025, mouse monoclonal, dilution 1:1000), rabbit anti-Lamin A antibody (Santa Cruz Biotechnology, Cat# sc-20680, dilution 1:500), and goat anti-human β-actin antibody (Santa Cruz Biotechnology, Cat# sc-1615, dilution 1:2000). The immunoblots were visualized using Clarity Western enhanced chemiluminescence substrate (Bio-Rad, Hercules, CA) and a digital darkroom (C-Digit Blot Scanner, Li-Cor Biosciences, Lincoln, NE).

**List of Primers:**

| Genes | Forward Primer | Reverse Primer | Size product (bp) |
| --- | --- | --- | --- |
| **APC** | GTCCCTCCAGCCTCTCTGTA | GCTGTGAGTTCAGCACTCCT | 102 |
| **CIRBP** | CTGGTCACGCCCCCTC | CGACTATTGGCCGAGACGTT | 64 |
| **DOCK2** | CAAAGCTCATGCTGAGGGGA | GAGTTTCCTGATTGCCGTGC | 66 |
| **HDAC2** | GCAGAGTGGAACAGCTAGGG | AGGGGGCCTATTACGGATGT | 300 |
| **HMGB1** | GACATGCTGTGAAACTCGATCA | AGGGCGACACTATGGGATCA | 297 |
| **LIN9** | AGGAACAGTGACACTACAAGGT | CCTTGGGCTTCTTTCAATTTCGT | 93 |
| **LPXN** | GACACCCCGAGAAAGGTACG | ATTGCTGGTCTGATGGGAGG | 79 |
| **LTBR** | CTTCCCTCGGCTGGGC | CCTCCCTTCTTCGGAAGCC | 66 |
| **NFKB1** | AAAGACACATCCGGACCTCG | TGTAAGAGTTCCCCTCCGGT | 118 |
| **PLK2** | TTGACAACCGTGGGCCTTTG | TGGAAACTCACAATCGGCATC | 63 |
| **PTGS2** | GCCAAGCACTTTTGGTGGAG | GGGACAGCCCTTCACGTTAT | 91 |
| **SPP1** | AGCACAGTGTGAAGTTCGGT | GCATATAGTCACCCGGACCC | 293 |

**ChIP – quantitative PCR**

**Supplementary Figure Legends**

**Supplementary Figure S3. Original western blot images for Figure 2B.**

(A) Subcellular localization of PAI-1 protein in UM-UC-3 cell line, (B) Subcellular localization of Lamin A protein (nuclear marker) in UM-UC-3 cell line, (C) Subcellular localization of β-actin protein (cytoplasm marker) in UM-UC-3 cell line, (D) Subcellular localization of PAI-1 protein in RT112 cell line, (E) Subcellular localization of Lamin A protein in RT112 cell line, and (F) Subcellular localization of β-actin protein in RT112 cell line. Note – Images for RT112 Lamin A and β-actin demonstrate partial protein markers because of stripping and re-probing the membrane resulting faded protein markers. In addition, in our detection protocol (Clarity™ Western ECL Substrate from Bio-Rad followed by the scan using C-Digit from LI-COR), the edges of membrane were not visible in most images.

# Supplementary material for: PAI-1 is a potential transcriptional silencer that supports bladder cancer cell activity
**Source:** Sci Rep. 2022 Jul 16;12:12186. doi: 10.1038/s41598-022-16518-3
**Supplement:** Supplementary file 5 — Supplementary Information 5.

| **Supplementary Table S4 – List of proteins identified by RIME** | |
| --- | --- |
| **Symbols** | **Protein name** |
| RBM27 | RNA-binding protein 27 |
| ZC3H14 | Zinc finger CCCH domain-containing protein 14 |
| RBM14 | RNA-binding protein 14 |
| PABPN1 | Polyadenylate-binding protein 2 |
| RBM26 | RNA-binding protein 26 |
| SRRT | Serrate RNA effector molecule homolog |
| ZFC3H1 | Zinc finger C3H1 domain-containing protein |
| SRSF7 | Serine/arginine-rich-splicing factor 7 |
| ILF2 | Interleukin enhancer-binding factor 2 |
| NUDT21 | Cleavage and polyadenylation specificity factor subunit 5 |
| RNPS1 | RNA-binding protein with serine-rich domain 1 |
| SERPINE1 | Plasminogen activator inhibitor 1 |
| SRSF6 | Serine/arginine-rich splicing factor 6 |

# Supplementary material for: PAI-1 is a potential transcriptional silencer that supports bladder cancer cell activity
**Source:** Sci Rep. 2022 Jul 16;12:12186. doi: 10.1038/s41598-022-16518-3
**Supplement:** Supplementary file 6 — Supplementary Information 6.

**A**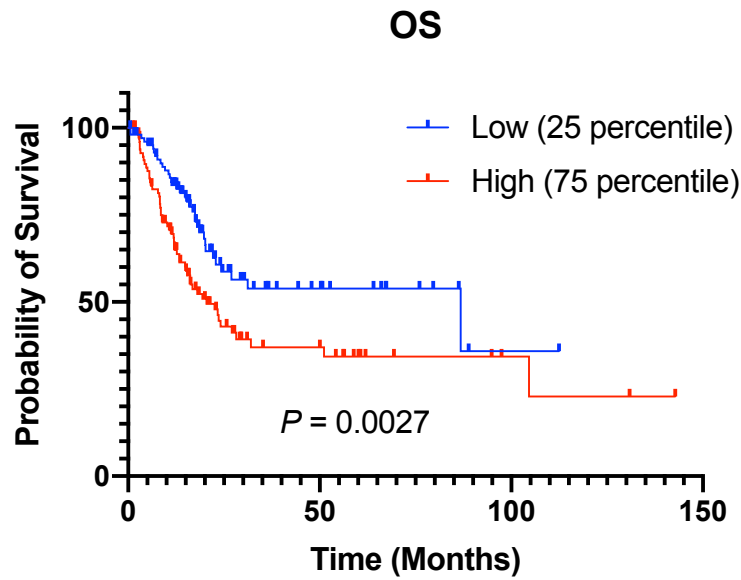**B**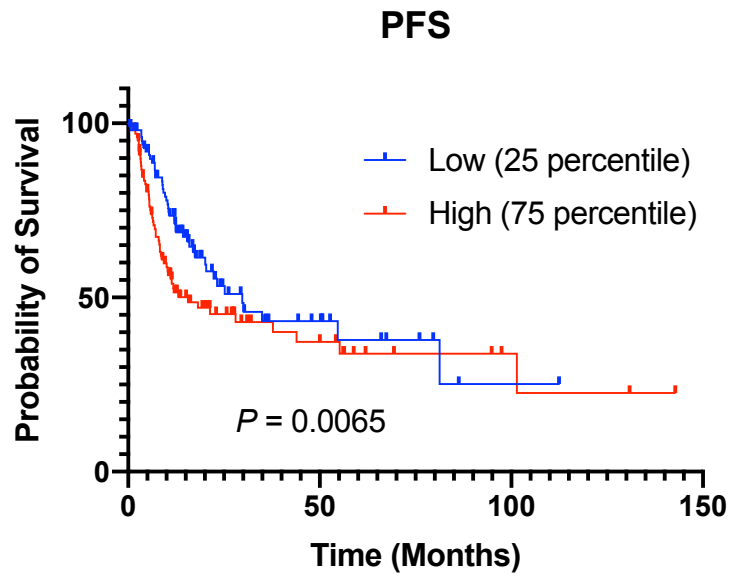

**Supplementary Figure S1. Correlation between PAI-1 expression and overall survival (A) and progression-free survival (B) in TCGA BLCA (n = 412).**

**A**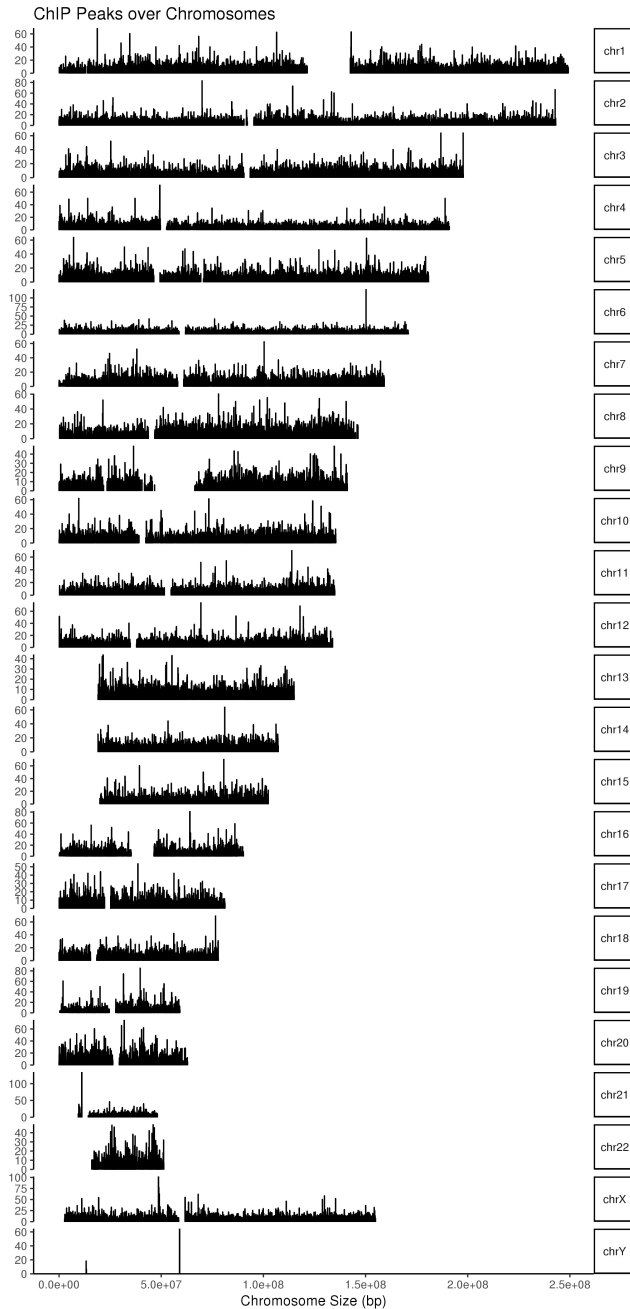**B**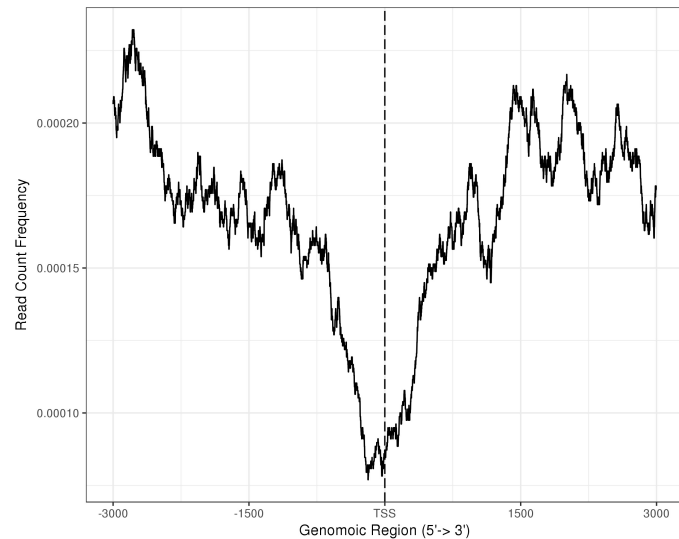**C**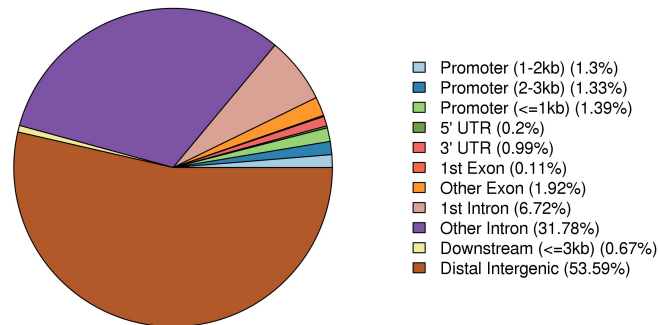

## Supplementary Figure S2. ChIP-seq profiling in RT112 cells.

(A) Histogram demonstrating distribution of PAI-1 binding across the genome in RT112 cells. The frequency of PAI-1 binding across chromosomes was calculated by dividing the number of probe sets per chromosome by the number of probe sets bound by PAI-1 with FDR <0.2. (B) Histogram demonstrating relative PAI-1 bound peak location with respect to chromosome region in RT112 cells. (C) Pie chart of the genomic location distribution of PAI-1 in RT112 cells. This plot shows the percentage for each genomic location category. The categories are sorted by descending percentage.

How the deposited data were processed for this re-analysis (not part of the article)

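The RNA-seq libraries of this study compare siPAI-1 with Scr in UM-UC-3 and RT112 cells, with 2 libraries in each of the 4 groups. The ChIP-seq, ChIP-on-chip, RIME and tissue data were not analysed here. Each library was assigned to its cell line, siRNA and replicate from its labels.

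The authors deposited TPM and FPKM values per gene, which they made from trimmed reads aligned to hg38. The methods name cutadapt, STAR and featureCounts without versions, while the deposited column names carry the suffix of RSEM's gene tables, so which program made the values is open. The deposited FPKM values are scaled to gene length and total reads, with sums that differ between libraries, and the deposited TPM values sum to the same total in each library within rounding. The paper's methods state DESeq2 for the comparison of knock-down with control. It takes counts, which are not part of the tables used here, so a test on the log scale takes its place.

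Each table has 27567 entries, of which 92 are ERCC spike-ins that are at 0 in all libraries and were left out. Of the 27475 human genes, 7201 were at 0 in all 8 libraries. By identifier, 26624 genes matched GENCODE release 44 on GRCh37, and this annotation was used for gene types (19313 protein coding genes and 7099 lncRNAs) and for transcript lengths. Mitochondrial genes took 2.45% to 4.88% of the TPM and the 10 highest genes 5.85% to 7.87%. An entry of 0 is reported as listed at 0, since it can also be a failed estimate.

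The depth of each library was estimated from FPKM values of short genes with 1 annotated transcript, as the number of reads that brings these values closest to whole reads. The range from 20 to 45 M was set after a first, wider search had placed 2 libraries near its upper end. Over 8 to 75 M, each library has 2 best depths with a ratio between 1.99 and 2.01, and the lower ones were kept because they lie near the average that the paper states. On 24 simulated libraries the largest error of the estimate was 0.29%. Numbers of reads per gene were estimated from this depth and the longest annotated transcript, and are upper estimates that carry counting error only.

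Tests used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend, two-sided) on log2(TPM + 0.1), with Benjamini-Hochberg adjustment over the genes above 0 TPM in at least 1 library fitted. Each cell line was fitted on its own. A fit over all 8 libraries with the cell line as covariate and a fit with an interaction of siRNA and cell line were added. The same test was tested on simulated data at 30 M reads with 200 changed genes: it recovered 80.5% of them among 17809 genes for UM-UC-3 and 82% among 17802 genes for RT112, with 12 and 13 unchanged genes among the 173 and 177 called. The simulated spread between replicates was small (a dispersion of 0.005), so the share recovered applies to that spread. The changed genes were drawn from well expressed genes only, and each was changed by more than 2-fold. The share recovered therefore says nothing about genes with low values or about smaller changes. Fold changes without a test are differences of group means on the same scale. Gene lists were tested with camera and fry of limma, or set against 10000 random lists matched on mean TPM. Summaries and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

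The designs, the alternatives and the rule for named genes were set before the data were examined, apart from what is said to be chosen later. Named are in each cell line the 5 genes with the smallest p among those at least 2-fold higher and the 5 among those at least 2-fold lower, the labels of Fig. 3B as listed by eye, the 5 of the 57 genes with the highest mean TPM and any of the 57 with an adjusted p under 0.05, and genes of the preset lists with an adjusted p under 0.05. One gene covered by this rule is not reported here. The preset lists hold cell cycle regulators named in the paper's introduction, genes of the plasminogen system, interferon-stimulated genes, genes with ChIP-qPCR primers in the paper's methods, and proteins found by RIME. The alternatives were a pseudocount of 1 or 0.01 TPM, FPKM in place of TPM, rescaling by the median ratio, a filter on genes with a mean of at least 1 TPM (or 10 TPM for the percent of genes higher), 1 fit over all 8 libraries, a replicate block, eBayes without trend, and each replicate left out in turn.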

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

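The alternatives gave 168 values for 19 results. Of these, 127 kept the direction and the side of the threshold, or stayed within the replicate spread or within 1.5 times of a count, 11 were weaker, 5 stronger, 24 moved and 1 reversed. Alternatives for MAPK15, ISG15 and LRP1 were added after the data were examined; of these, 3 for ISG15 were weaker.

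With a pseudocount of 1 TPM, the genes with an unadjusted p under 0.05 and a 2-fold change fell to 11 higher and 12 lower in UM-UC-3 (from 165 and 197) and to 20 and 15 in RT112 (from 234 and 175). The genes at least 2-fold apart at any p fell to 18 higher and 20 lower in UM-UC-3 (from 546 and 509) and to 33 and 24 in RT112 (from 658 and 502). With a pseudocount of 0.01 TPM they rose to 1695 higher and 1742 lower in UM-UC-3 and to 1996 and 1469 in RT112. Both follow from the construction, since the pseudocount sets how far genes with low values can move.

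Over genes with a mean of at least 1 TPM, fewer genes are tested, and 33 higher and 30 lower genes passed both thresholds in UM-UC-3 and 42 and 41 in RT112. At any p, 61 higher and 61 lower genes in UM-UC-3 and 82 and 74 in RT112 were at least 2-fold apart. With this filter 1 gene had an adjusted p under 0.05 in UM-UC-3, and the fit over both cell lines also gave 1 gene. RT112 had 2 genes in 1 fit over all 8 libraries, CH507-9B2.4 and ENSG00000281383.1, both listed at 0 in the RT112 Scr libraries. Without trend in eBayes, 7 genes differed between the cell lines: ITM2A, SRGAP3-AS4, RP11-77H9.8, CTD-2325M2.1, ENSG00000275557.1, ENSG00000277128.1 and ENSG00000281383.1, none of which had a mean of 1 TPM over the 8 libraries; the cause was not tested. These genes were named after their values were seen.

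The percent of genes higher in RT112, 52.2, became 49.9 after rescaling by the median ratio, which centres by construction, and 51.4 over genes with a mean of at least 10 TPM, for which the cause was not tested. In UM-UC-3 it ran from 47.1 to 50.6 over these alternatives.

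Each replicate was left out in turn without a test, since 1 library remains in a group. The genes at least 2-fold higher then ran from 696 to 868 in UM-UC-3 and from 885 to 980 in RT112, and those lower from 718 to 857 and from 713 to 860. All are above the counts from 4 libraries, as averaging over fewer libraries gives a wider spread. Counts moved by over 1.5 times for the higher genes without UM-UC-3 siPAI-1 replicate 1 (847) or 2 (868), and for the lower genes without UM-UC-3 Scr replicate 1 (801) or 2 (857) and RT112 Scr replicate 1 (828) or 2 (860). The percent higher ran from 42.2 to 54.4 in UM-UC-3, crossing 50, and from 51.4 (without Scr replicate 2) to 52.5 in RT112. The fit over both cell lines gave 0 to 1 genes, with 1 gene without RT112 siPAI-1 replicate 2. The median of the UM-UC-3 list in RT112 was 0.086 and ran from 0 without RT112 siPAI-1 replicate 1 to 0.121 without RT112 Scr replicate 2, with 0.042 without siPAI-1 replicate 2. The interaction was not refitted in this way, since 1 group would be left with 1 library.

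Without the 57 genes, the direction of the camera test with preset correlation reversed for the UM-UC-3 list in RT112 (p = 0.402, median log2 fold change 0 over 251 genes). This removes genes chosen for being higher in RT112, so a shift downward follows from the construction. No alternative took this test under 0.05.

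The shared replicate numbers did not pair the libraries, as the differences between replicate 1 and 2 in Scr and in siPAI-1 correlated across genes with 0.056 in UM-UC-3 and -0.046 in RT112. With a replicate block, limma called 0 genes at an adjusted p under 0.05 in each cell line, in the fit over both and for the interaction (479 higher and 595 lower genes in UM-UC-3, 444 and 365 in RT112, 456 and 412 over both and 719 and 537 for the interaction had an unadjusted p under 0.05). The genes past both thresholds were 168 higher and 174 lower in UM-UC-3 and 193 and 151 in RT112.

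Depth limits many of the listed genes. In both lists over 35% of the genes had at most 3 estimated reads in every library. For these a fold change cannot be read, and depth was not ranked against other limits.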

Differences from the paper's values

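In Fig. 3C, read by eye, the paper has about 1000 upregulated genes in UM-UC-3 and about 1200 in RT112. The cut-off behind these 2 numbers is not stated, so the counts here may be of another measure. On log2(TPM + 0.1), 546 and 658 genes were at least 2-fold higher with siPAI-1. Adding the unadjusted p under 0.05 of limma left 165 and 234, and the ratio of mean TPM without a pseudocount gave 1933 and 2128. Neither a difference from the paper's numbers nor a match therefore decides which processing lies behind them. Of the alternatives set before the data were examined, the fits that left out 1 replicate came within 1.5 times of the paper's numbers, with 795 (without Scr replicate 1), 696 (without Scr replicate 2), 847 (without siPAI-1 replicate 1) and 868 (without siPAI-1 replicate 2) in UM-UC-3 and with 885, 885, 946 and 980 in the same order in RT112. The other alternatives did not: a pseudocount of 1 TPM gave 18 and 33, a pseudocount of 0.01 TPM 1695 and 1996, FPKM 383 and 453, rescaled TPM 549 and 644, and genes with a mean of at least 1 TPM 61 and 82.

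From an enrichment analysis, the paper describes a general rise of gene expression after PAI-1 depletion. That analysis was not recomputed, and the share of genes that were higher is a different measure. It also leaves out most genes of the UM-UC-3 list, of which 9 reached a mean of 1 TPM. In UM-UC-3, 48.5% of the genes with a mean of at least 1 TPM were higher with siPAI-1, and 50.6% was the highest share under an alternative with all 4 libraries. Without Scr replicate 1 it was 54.4%, and without Scr replicate 2 it was 42.2%. In RT112 the share was 52.2%, and 49.9% after rescaling by the median ratio.

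Fig. 3B labels MCF2L2 on the downregulated side of the RT112 panel. Its level was 0.17 and 0.2 TPM with Scr and 0.55 and 0.09 TPM with siPAI-1, a log2 fold change of 0.30 with a standard error of 0.70 that rests on siPAI-1 replicate 1.

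The supplementary lists hold upregulated genes. Of their genes above 0 TPM, 40 in UM-UC-3 and 35 in RT112 were lower with siPAI-1 here, and of the 57 genes in both lists 8 were lower in UM-UC-3 and 4 in RT112.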

Other observations

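Of the tests below, the rescaled splits, the draws with fewer reads, the fit of the preset lists over both cell lines and the alternatives for LRP1 and ISG15 were chosen after the results they bear on were seen.

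In UM-UC-3, 1055 genes were at least 2-fold higher or lower with siPAI-1 than with Scr. The 4 libraries can be divided in 2 other ways, each mixing siPAI-1 with Scr, and these gave 1047 and 1122 genes. The knock-down split therefore did not stand out by this count, which does not say where the spread comes from. In RT112 the knock-down split gave 1160 genes against 1108 and 1137. It is above both, but by less than they differ from each other, so with 3 splits this count does not separate an effect of siPAI-1 from other differences between libraries. Over genes with a mean of at least 1 TPM the counts were 122 against 127 and 121 in UM-UC-3 and 156 against 126 and 135 in RT112. Reads drawn at the estimated depths from 1 level per gene gave a median of 62 higher and 59 lower 2-fold genes in UM-UC-3, against 510 and 477 observed among the genes with a known length. In RT112 they gave 67 and 64, against 629 and 463. With 0.25 of the estimated reads, the median number of 2-fold genes in 100 draws rose to 689 of 987 observed in UM-UC-3 and 714 of 1092 in RT112, and the highest draws had 743 and 756. Because the estimated reads are upper estimates by an unknown margin, sampling noise as the whole source and further variation between libraries cannot be told apart.

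If the 2-fold genes carried a repeatable effect, genes chosen in replicate 1 should move the same way in replicate 2. In UM-UC-3, 981 genes were at least 2-fold higher in replicate 1. In replicate 2 their median log2 fold change was 0, at percentile 72.2 of 1000 random lists matched on mean TPM, with 38.4% higher and 37.7% lower. In RT112 the median of 1191 such genes was 0, at percentile 74.2, with 41.3% higher and 38.5% lower. Medians of the random lists ran from 0 to 0.064 in UM-UC-3 and from 0 to 0.059 in RT112. Both observed medians thus lay at the lower end, and their percentiles rest on ties at 0. Many of these genes did not change in replicate 2, which holds a median at 0, so the percentiles decide nothing. Nearly as many genes were lower as higher in replicate 2, and a repeat in part of them is not excluded. Genes with a mean of at least 1 TPM that were 2-fold lower in replicate 1 behaved otherwise: their median in replicate 2 was -0.13 for 129 genes in UM-UC-3 (random lists -0.08 to 0.129) and -0.19 for 182 genes in RT112 (random lists -0.039 to 0.096). The 2-fold higher genes at this level had medians of 0.04 for 125 genes in UM-UC-3 (random lists -0.096 to 0.134) and 0.07 for 215 genes in RT112 (random lists -0.037 to 0.087), within the random range. At this level the lower genes thus lay outside the random range in both cell lines, and no explanation was tested for them.

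Between the cell lines, 66 genes were at least 2-fold higher in both, where 11.5 would follow from the 2 counts if they were independent. The excess is not specific to this direction. Of the 16691 genes above 0 in both cell lines, 113 were 2-fold apart in the same direction and 113 in opposite directions. A shared pool of scarcely detected genes, which vary in both cell lines, may therefore account for the overlap, and the same direction in both was not more frequent than the opposite one.

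The UM-UC-3 list of genes next to PAI-1 binding, read in RT112, had a median log2 fold change at percentile 96.3 of 10000 random lists matched on mean TPM, whose medians ran from -0.011 to 0.093 (95% of the lists). This is inside that range, at its upper end. A list chosen on noise in UM-UC-3 would be expected near the middle of the range, at 0.039, but can also fall this high by chance. A small effect is not excluded, and the 57 genes, which the study chose for being higher in RT112 as well, are part of the list.

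Among the genes at least 2-fold apart, 56.7% were higher with siPAI-1 in RT112, and the percent stayed between 50.7 and 57.9 under the 9 alternatives, so an excess of higher genes held in direction in RT112. In UM-UC-3 it was 51.8%, and it ran down to 44.8 without Scr replicate 2, with 4 of 9 alternatives above 50, so an excess of higher genes was not found there. The other splits of the RT112 libraries gave 48.3% and 52.6%. The RT112 siPAI-1 libraries had more reads than the Scr libraries, which could make scarce genes appear on 1 side. In reads drawn at the estimated depths from 1 level per gene, the percent higher had a median of 51.3 and reached the observed 57.6 in 11 of 100 draws. The draws held far fewer 2-fold genes than the libraries, so a difference in depth and an effect of siPAI-1 cannot be told apart for the RT112 excess.

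The fit over both cell lines was repeated on 34 splits of the 8 libraries, the knock-down split included. As that gave 0 genes at an adjusted p under 0.05 (522 higher and 488 lower at an unadjusted p under 0.05), each of the 34 reaches its count by necessity, and the comparison decides nothing. The most in another split was 2.

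Over genes with a mean of at least 1 TPM, the knock-down split gave more genes at an unadjusted p under 0.05 than the other splits. There were 788 in UM-UC-3 against 470 and 334, and 701 in RT112 against 373 and 363, where 5% of the genes are 603 and 610. The knock-down split comes first among 3 by chance in 1 of 3 cases. A scale difference between libraries is argued against, because after rescaling by the median ratio the knock-down splits still gave 868 genes against 501 and 343 in UM-UC-3 and 682 against 367 and 366 in RT112. An effect of the siRNA that moves most of these genes the same way in both cell lines is argued against as well. Of the UM-UC-3 genes, 779 could be read in RT112 and 47.4% had the same sign there, against 45.2% to 51.9% for random lists matched on mean TPM. Of the RT112 genes, 682 could be read in UM-UC-3 and 49.0% had the same sign, against 44.7% to 51.9%. A shared effect on a small part of these genes would hardly move the pooled percent out of the random range, so it stays open. Effects that differ between the cell lines and a difference in handling between siPAI-1 and Scr cultures also stay open and were not tested. The changes are small, with a median size of 0.30 on the log2 scale for the UM-UC-3 genes in UM-UC-3 and 0.34 for the RT112 genes in RT112.

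Of the 55 genes in the preset lists, 0 had an adjusted p under 0.05 over all genes tested in either cell line (3 in UM-UC-3 and 4 in RT112 had an unadjusted p under 0.05). Adjusted over the list alone, 0 of the 9 cell cycle regulators, 0 of the 12 genes with ChIP-qPCR primers and 0 of the 12 RIME genes passed in either cell line, with smallest adjusted p of 0.265, 0.0601 and 0.397 from limma. Of the 7 plasminogen system genes 0 passed in either cell line, and of the 15 interferon-stimulated genes ISG15 passed in UM-UC-3, adjusted over the list alone. ISG15 fell from 32.2 ± 0.014 to 24 ± 0.573 TPM (SD, n = 2), a log2 fold change of -0.42 with an adjusted p of 0.0373 over the list alone and 0.791 over all genes from limma. Over the alternatives the former ran from 0.0319 to 0.342. In RT112 the log2 fold change of ISG15 was -0.36, and the smallest adjusted p of the list was 0.748.

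LRP1 (ENSG00000123384.13), which encodes the low-density lipoprotein receptor-related protein that the paper names as a binding partner of PAI-1, was higher with siPAI-1 in both cell lines, in each siPAI-1 library against both Scr libraries of its line. It rose from 22.1 ± 1.03 to 27.6 ± 1.38 TPM in UM-UC-3 and from 27.2 ± 0.247 to 34.6 ± 1.94 TPM in RT112 (SD, n = 2), log2 fold changes of 0.32 and 0.35. In the fit over both cell lines, its log2 fold change was 0.33 with a standard error of 0.06. Its adjusted p from limma was 0.00289 over the list alone, 0.0227 over the 55 genes of all preset lists and 0.674 over all genes. Over the alternatives the adjusted p over the list alone ran from 0.00221 to 0.0158, replicates left out included. The difference between the cell lines was 0.03 on the log2 scale (adjusted p 0.82 from limma over the list alone). LRP1 was singled out after its values were seen, an off-target effect of the siRNA pool was not tested, and the paper does not report it.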
